A study of Mus musculus with 18 samples. Its data were reported in "Molecular and epistatic interactions between pioneer transcription factors shape nucleosome dynamics and cell differentiation" (2025).

How the data were processed

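The series holds MNase-seq libraries of mouse embryonic stem cells of the KH2 line, in which doxycycline (Dox) switches on a Gata6 transgene and starts differentiation towards primitive endoderm (PrE). The 18 libraries fall into 6 groups of 3 replicates, untreated cells at d0 and cells after 8, 16, 24, 48 and 96 h of Dox. The analysis used the deposited table of GATA6 binding regions, which has 42403 regions and 105 columns. None of the columns used carries a value of an MNase library, so MNase signal, its change per region and its change at SOX17-bound regions were not analysed here. A further 59 columns hold signal values per time point, cell type or assay that match no library of the series, and 12 columns group the motif values; neither set was used. The columns used give no counts, so the depth of each library behind the regions and classes is unknown here.

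According to the methods of the study, the authors aligned reads with bowtie2 to the mm10 assembly, called GATA6 peaks with MACS2 on merged replicates and kept a peak only if it was also called in each replicate. The deposited positions are in base pairs, and the deposited summit is the base with the highest GATA6 signal. The authors divided the regions into Early&Constant, Late and Transient by k-means clustering of input-normalised log2 GATA6 signal over the time course. The deposited classes of SOX17 binding and of the pluripotency transcription factors (PTFs) OCT4, SOX2 and ESRRB rest on the presence of called peaks. A region was classed by the authors as bound by PTFs from d0, as gaining PTFs only after Dox (ectopic), or as without PTFs. The accessibility class rests on ATAC-seq signal in untreated cells. The histone state rests on a clustering of public histone mark data from embryonic stem cells, which the authors normalised by library size and region width. The class of the response to Oct4 knockdown (decreased, increased or unchanged GATA6 binding) came from DESeq2 run by the authors on knockdown and control libraries. These libraries all came from the same time point, before the end of the Dox time course. The deposited motif score is the log-odds match score of FIMO for the best hit of a JASPAR matrix in the region, with no normalization, and it is empty where the region has no hit. The deposited motif numbers are hits per region.

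The build and the base counting of the table were checked against the GRCm38 sequence. Among best motifs with the full length of the matrix (37547 of 38052 for GATA6 and all of them for SOX17, OCT4:SOX2 and ESRRB), each sequence had 1 score in all its occurrences, which also allowed the 4 scoring matrices to be recovered by least squares with a largest residual of 5.20e-05. Rescanning whole regions with the recovered matrices gave the deposited presence of a motif in 99.9% to 99.98% of regions and the deposited best score in 99.85% to 99.93%. The same matrices were used to scan windows of 201 bp centred on each summit and control windows centred 3 kb to each side that overlapped no GATA6 region. Where the positions of motifs in windows were compared, equal scores were resolved to the leftmost motif and then to the plus strand. Summits were annotated with GENCODE release M21, and a summit within 1 kb of a transcript start was called promoter.

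Regions were the units of every test, and no library entered one. Each class was compared with all other regions by a two-sided Fisher's exact test, with the odds ratio on the log2 scale and a 95% Woolf interval. For the presence of a GATA6 motif by accessibility, accessible regions were compared with closed regions of the same cluster only. For motifs within 50 bp of the summit, only regions with a GATA6 motif were compared. The 63 such tables were adjusted together by the Benjamini-Hochberg procedure. Shares carry 95% Wilson intervals. Mean motif scores were compared by two-sided permutation tests with 10000 relabellings, in which the smallest possible p-value is 1e-04, and the 15 contrasts were adjusted together. Fisher p-values under 1e-300 were set to 1e-300. Neighbouring regions are not independent, so each effect was also given a standard error from a jackknife that left out 1 chromosome at a time, and the number of chromosomes with the direction of the pooled value is given (chromosome Y held 1 region and was not compared). Differences between clusters in an odds ratio were tested by Woolf's chi-square test, and the difference in a score contrast by permuting the cluster labels within accessibility classes, in a family of 10 tests. Stratified odds ratios are Mantel-Haenszel estimates. Where both a jackknife and a counting standard error could be computed, explanations were judged by the larger. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

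The comparisons, their tests, the rule for named regions and most alternatives were fixed before the data were examined. The rule named, for each cluster, the region with the highest best GATA6 motif score (ties by chromosome and then start) and, for the Gata6, Sox17, Gata4, Sox7, Nanog, Esrrb and Tfcp2l1 genes, the counts of regions within 100 kb and the region nearest to the start of the gene. The fixed alternatives were autosomes only (41164 regions), regions thinned to at least 50 kb apart (17247), the interquartile range of region widths (21257), regions closed at d0 only (26003), stratification by PTF class or GATA6 cluster, another definition of open chromatin, distances of 25 and 100 bp from the summit, motifs starting within 100 bp of the summit, the lowest score given to regions without a motif, and the mean score of all motifs. Alternatives chosen after seeing the data were stratification by 10 bins of region width, stratification by GATA6 cluster and SOX17 class together, summits outside soft-masked repeats (35723 regions), a rescan of the fixed summit window, and 100000 relabellings.

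The procedures were tested on simulated data with the real arrangement of clusters and chromosomes. Outcomes and scores were drawn without dependence between neighbouring regions. The rates below therefore do not show how the tests and intervals hold under such dependence. All 100 simulated tables with a log2 odds ratio of 0.3 and 3 of 300 tables without a difference passed an adjusted p-value of 0.05, and 95.8% of the 95% intervals covered the true value. With an outcome that depended on region width alone, the mean crude log2 odds ratio of Early regions was 1.14 over 50 simulations and the mean value stratified by width was -0.0064. The permutation test called 20 of 20 simulated score shifts of 0.2 and 20 of 400 sets without a shift at an unadjusted p-value of 0.05.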

Results

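The deposited table holds 42403 regions bound by GATA6 during 96 h of Dox treatment of KH2 embryonic stem cells. Of these, 11875 (28.0%) were Early&Constant (Early below), 14243 (33.6%) were Late and 16285 (38.4%) were Transient. No 2 regions overlapped. The intervals below cover counting error among regions only, and standard errors, here and in the parts that follow, come from leaving out chromosomes unless they are called counting standard errors. The mean width was 866 bp in Early (SD 481), 479 bp in Late (SD 250) and 589 bp in Transient regions (SD 305). Region width was therefore tied to the clusters, and its effect is given where it changed a result. Summits lay within 1 kb of a transcript start in 12.4% of regions (95% interval 12.1 to 12.7), in introns in 46.0% and between genes in 38.5%. Promoter summits made up 11.7% of Early (11.2 to 12.3), 11.9% of Late (11.4 to 12.5) and 13.3% of Transient regions (12.8 to 13.8).

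SOX17, a transcription factor of the endoderm, was bound at 18861 of the regions (44.5%). The first comparison asked whether SOX17 binding went with the dynamics of GATA6. SOX17 was bound at 72.7% of Early regions (8627 of 11875, 95% interval 71.8 to 73.4), against 33.5% of the others. The log2 odds ratio was 2.40 (2.33 to 2.46, jackknife standard error 0.039). In Late regions 53.4% were bound (52.6 to 54.2), with a log2 odds ratio of 0.78 (0.72 to 0.84, standard error 0.06, adjusted p = 9.89e-151). In Transient regions 16.2% were bound (15.6 to 16.7), with a log2 odds ratio of -3.09 (-3.16 to -3.02, standard error 0.041). The directions held on 20 of 20 chromosomes for each cluster, and the Early and Transient adjusted p-values were at or below 4.5e-300, the lower limit of the calculation. The largest move of any of these values came from the comparison within 10 bins of region width, chosen after seeing the data, in which the Late log2 odds ratio rose from 0.78 to 1.95, the Early value was 1.85 and the Transient value was -3.28.

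The order of Early and Late regions depended on their width. Compared directly, Early regions had a log2 odds ratio of SOX17 binding of 1.21 against Late regions (counting standard error 0.038). Within 10 bins of region width this value was -0.21 (counting standard error 0.047, jackknife standard error 0.06), and the bound share was higher in Early than in Late regions in 0 of 10 bins. In the narrowest bin, from 172 to 283 bp, SOX17 was bound at 25.1% of 271 Early, 26.9% of 2653 Late and 9.02% of 1320 Transient regions. In the widest, from 1096 to 5381 bp, it was bound at 91.6% of 2780 Early, 92.2% of 387 Late and 33.9% of 1072 Transient regions.

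**Figure D1:**
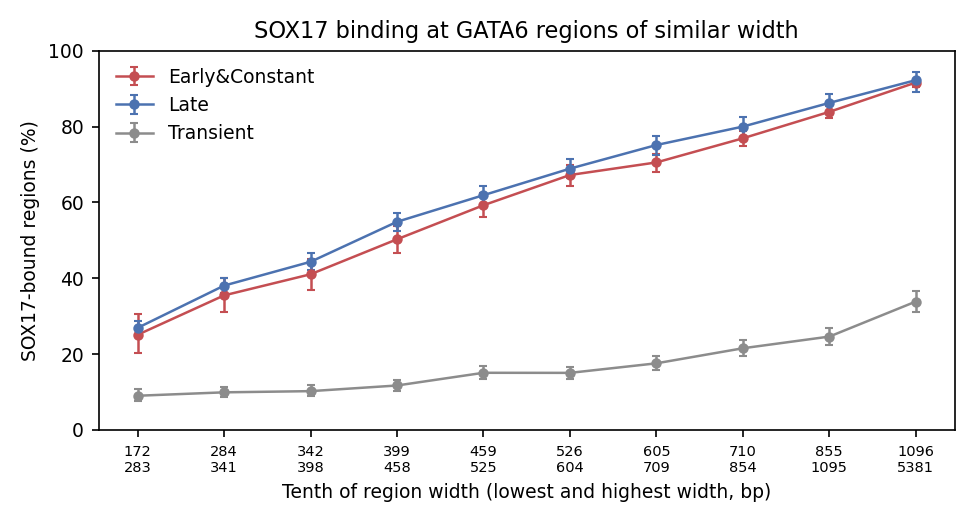
Share of regions bound by SOX17 (%) in 10 bins of region width (bp) for the 3 GATA6 clusters, with 95% Wilson intervals. The Late share lies above the Early share in each bin by small margins, from 26.9% against 25.1% in the narrowest to 92.2% against 91.6% in the widest, and the Transient share stays at or below 33.9%.

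PTF classes also differed between the clusters. PTFs were present from d0 at 27.6% of Early regions (26.8 to 28.5), 1.76% of Late regions (250 of 14243, 1.55 to 1.98) and 32.6% of Transient regions (31.9 to 33.3). The log2 odds ratios were 0.78 (standard error 0.033), -4.62 (0.135) and 1.63 (0.049). The Early value changed sign to -0.44 within 10 bins of region width and to -0.57 in the interquartile range of widths, while the Late and Transient values kept their directions there. Ectopic PTF binding, gained only after Dox, was found at 36.3% of Early (35.5 to 37.2), 10.1% of Late (9.59 to 10.6) and 7.92% of Transient regions (7.51 to 8.34), with log2 odds ratios of 2.54 (standard error 0.047), -1.15 (0.072) and -1.72 (0.072). These directions held on 20 of 20 chromosomes. No PTF was recorded at 36.0% of Early, 88.2% of Late and 59.5% of Transient regions. The Transient log2 odds ratio of this class, -0.31 (standard error 0.042), became 0.60 among regions closed at d0.

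**Figure D2:**
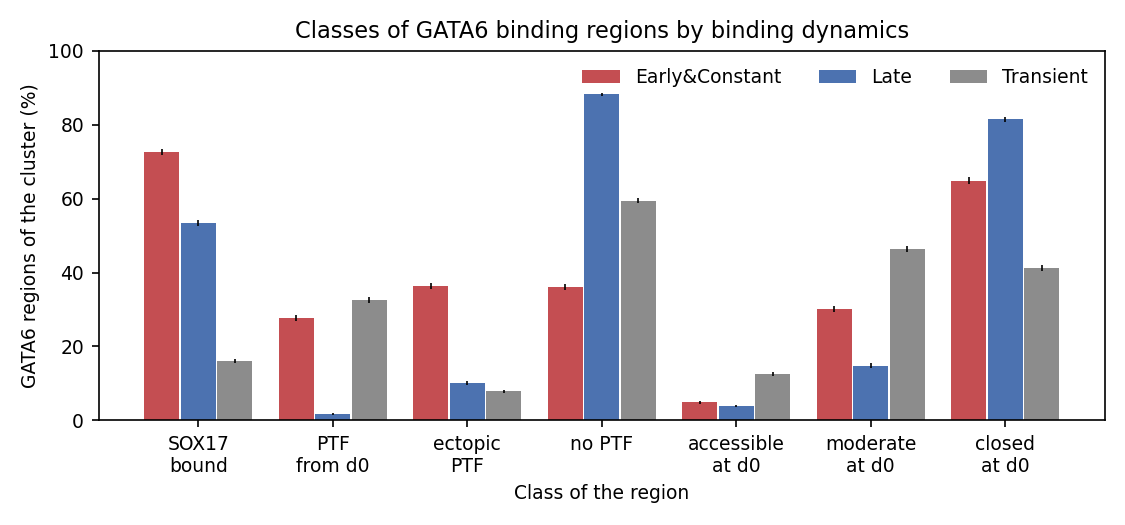
Share of regions (%) of each GATA6 cluster in the classes of SOX17 binding, PTF binding and accessibility at d0, with 95% Wilson intervals as error bars. Ectopic PTF binding is most frequent in Early regions at 36.3%, absence of PTFs in Late regions at 88.2%, and accessible chromatin in Transient regions at 12.5%.

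SOX17-bound regions were compared with unbound regions for the same PTF classes. Ectopic PTF binding was present at 29.3% of SOX17-bound regions (5517 of 18861, 28.6 to 29.9) and at 6.46% of unbound regions, a log2 odds ratio of 2.58 (2.49 to 2.67, standard error 0.053, 20 of 20 chromosomes), and it was 2.13 within GATA6 clusters. PTFs from d0 were present at 23.6% of SOX17-bound regions and 18.7% of unbound regions, a log2 odds ratio of 0.43 (standard error 0.043, adjusted p = 4.34e-35, 19 of 20 chromosomes). That value was the least settled of the 3, since it rose to 1.61 within GATA6 clusters and changed sign to -0.60 within 10 bins of region width and to -0.52 in the interquartile range of widths. Regions without PTFs made up 47.2% of SOX17-bound and 74.9% of unbound regions, a log2 odds ratio of -1.74 (standard error 0.037).

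At d0, 7.43% of regions were classed as accessible, 31.2% as moderate and 61.3% as closed. Accessible regions made up 4.89% of Early (4.52 to 5.29), 3.78% of Late (3.48 to 4.10) and 12.5% of Transient regions (12 to 13). The log2 odds ratios were -0.84 (standard error 0.078), -1.38 (0.097) and 1.67 (0.094), each with its direction on 20 of 20 chromosomes. The largest move came from counting moderate regions as open, which took the Late value to -2.07. Closed regions made up 64.9% of Early, 81.4% of Late and 41.1% of Transient regions.

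The histone states were unevenly spread. The active enhancer state held 17.7% of Transient regions (17.1 to 18.3) and 3.37% of Late regions (3.09 to 3.68), with log2 odds ratios of 1.49 (standard error 0.067) and -2.35 (0.093). The facultative heterochromatin state held 34.3% of Late regions (33.5 to 35.1, log2 odds ratio 1.42, standard error 0.037), against 19.7% of Early and 13.8% of Transient regions. The naive state held 25.2% of Early, 22.0% of Late and 9.28% of Transient regions, and the Late log2 odds ratio of 0.56 became -0.24 among regions closed at d0. The poised enhancer state held 19.9% of Transient regions (log2 odds ratio 0.97, standard error 0.059). Of the 21 tables of histone state and cluster, 2 did not pass an adjusted p-value of 0.05. These were the active enhancer state in Early regions (log2 odds ratio 0.08, standard error 0.061, adjusted p = 0.0986, 11 of 20 chromosomes) and the constitutive heterochromatin state in Transient regions (-0.05, standard error 0.054, adjusted p = 0.344, 11 of 20 chromosomes). The alternative that moved the Early active enhancer value most was the interquartile range of widths, where it was -0.89. Within 10 bins of width, the Early values of the facultative and constitutive heterochromatin states changed from -0.31 to 0.32 and from -0.61 to 0.23, and the Late value of the constitutive state changed from 0.53 to -0.09.

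Oct4 knockdown lowered GATA6 binding at 2651 regions (6.25%) and raised it at 3636 regions (8.58%) in the class given by the authors. Lowered binding was recorded at 13.3% of regions with PTFs from d0 (12.6 to 14.0), 12.6% of regions with ectopic PTFs (11.8 to 13.4) and 2.23% of regions without PTFs (2.06 to 2.41). The log2 odds ratios were 1.73 (standard error 0.069, adjusted p = 1.14e-173), 1.46 (0.078, adjusted p = 1.68e-106) and -2.71 (0.071), each with its direction on 20 of 20 chromosomes. The values for lowered binding kept their directions in the alternatives tried but moved. For PTFs from d0 the value was 0.66 in the interquartile range of widths and 1.11 within 10 bins of width. For ectopic PTFs it was 2.31 and 0.85 in the same comparisons, 0.97 within GATA6 clusters and 0.80 within clusters and SOX17 classes together. Raised binding was recorded at 2.49% of regions with PTFs from d0 (2.18 to 2.83), 8.92% of regions with ectopic PTFs (8.28 to 9.61) and 10.5% of regions without PTFs (10.1 to 10.9). The log2 odds ratios were -2.15 (standard error 0.094), 0.08 (0.081, adjusted p = 0.266, 12 of 20 chromosomes) and 1.06 (0.066, adjusted p = 3.48e-80). Within GATA6 clusters the values for raised binding shrank to -0.61 for PTFs from d0 and to 0.15 for regions without PTFs, but within clusters and SOX17 classes together they were -1.06 and 1.01, and within 10 bins of width they were -2.79 and 1.97. The value for ectopic PTFs was 0.14 within clusters and changed sign in other alternatives, to -0.81 in the interquartile range of widths. Raised binding was recorded most often in Late regions, at 2731 of 14243 (19.2%, 18.5 to 19.8) against 47 of 16285 Transient regions (0.289%, 0.217 to 0.384). It was also recorded at 17% of SOX17-bound and 1.81% of unbound regions.

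**Figure D3:**
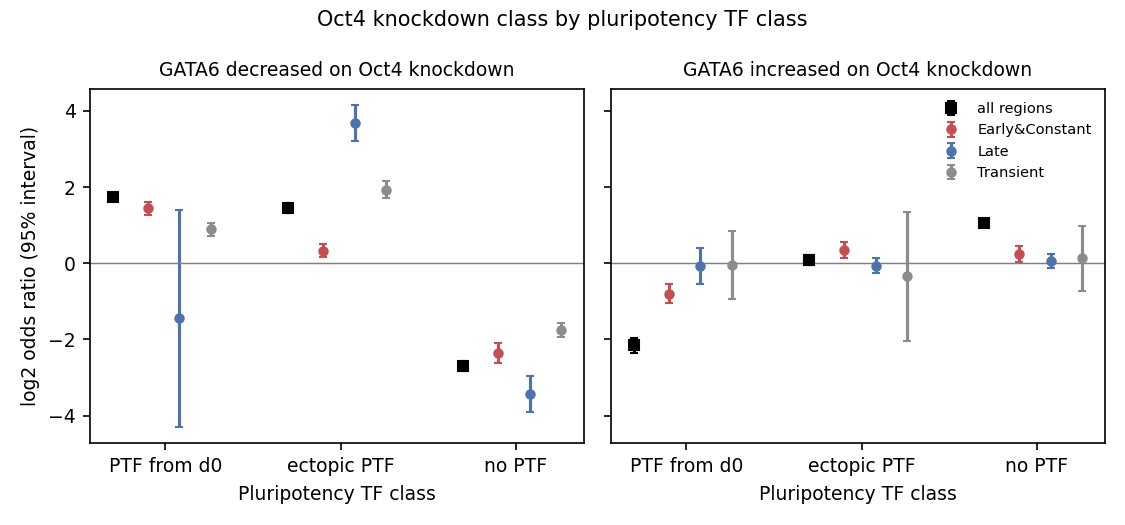
Log2 odds ratio of lowered (left) and raised (right) GATA6 binding on Oct4 knockdown for the 3 PTF classes, each against all other regions, over the whole table (squares) and within each GATA6 cluster (circles), with 95% intervals. For lowered binding and ectopic PTFs, the Late value of 3.68 stands above the Early value of 0.33, a gap that depends on the comparison group, and the wide Late interval for PTFs from d0 rests on 1 region.

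Motif content was compared next. A GATA6 motif was found in 96.3% of Early (95.9 to 96.6), 85.9% of Late (85.4 to 86.5) and 88.3% of Transient regions (87.8 to 88.8). The mean score of the best GATA6 motif was 11.1 in Early regions (SD 2.30, n = 11435), 9.86 in Late regions (SD 2.25, n = 12240) and 10.5 in Transient regions (SD 2.44, n = 14377). The difference from all other regions was 0.91 for Early (jackknife standard error 0.025), -0.91 for Late (0.029) and 0.03 for Transient (0.022). The permutation p-values of Early and Late were 1e-04, the smallest possible (adjusted 1.25e-04), with the direction on 20 of 20 chromosomes, and that of Transient was 0.218 (adjusted 0.252). These contrasts depended on the motif measure. With the mean score of all motifs the Early difference was 0.12, the Late difference was -0.37 and the Transient difference was 0.23. In rescanned summit windows of 201 bp the mean best score was 10.7 in Early, 9.65 in Late and 10.4 in Transient regions. That kept the order of the clusters seen with the best motif of whole regions. The odds of holding a motif also moved, since the Early log2 odds ratio of 1.93 was 0.25 when the best motif of the region had to start within 100 bp of the summit and 1.14 when summit windows were rescanned for any motif. The number of GATA6 motifs per region was 3.60 in Early (standard error 0.023), 2.05 in Late (0.020) and 2.21 in Transient regions (0.018). Per kb of region the order changed, with 4.28 motifs in Late (0.035), 4.16 in Early (0.039) and 3.75 in Transient regions (0.025). The difference of Late from Early was 0.116 motifs per kb (0.0396). In summit windows of 1 length, however, more Early (86.1%) than Late windows (74.0%) held a GATA6 motif, so the order depended on the measure.

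SOX17 motifs were present in 78.0% of Early, 68.3% of Late and 63.5% of Transient regions, and their mean best score was 9.97 (SD 1.62), 9.90 (SD 1.62) and 9.58 (SD 1.61). The share in Early regions, with a log2 odds ratio of 0.89, was 0.07 within 10 bins of width (adjusted p = 0.0679), and the Late value changed sign from -0.09 to 0.62. When the best motif had to start within 100 bp of the summit the Early value was -0.26 and the Late value was 0.81, and in rescanned summit windows they were 0.11 and 0.62, so the sign of the Early value near the summit depended on the measure. OCT4:SOX2 motifs were present in 80.2% of Early, 60.9% of Late and 74.4% of Transient regions. Their mean best score was 8.79 (SD 2.62), 7.84 (SD 2.11) and 9.48 (SD 3.09), and the difference from other regions was -1.33 in Late (standard error 0.027) and 1.14 in Transient regions (0.030). The Early difference was -0.01 (adjusted permutation p = 0.82), and it was -0.51 in rescanned summit windows. ESRRB motifs were present in 45.0%, 25.9% and 39.1% of the clusters in the same order, with score differences of -1.15 in Late (0.058) and 0.86 in Transient regions (0.043) and none detectable in Early regions (adjusted permutation p = 0.987), where alternatives ranged from -0.37 to 0.48. When the best motif had to start within 100 bp of the summit, the Early log2 odds ratios of holding a motif changed sign, from 0.93 to -0.63 for OCT4:SOX2 and from 0.74 to -0.23 for ESRRB, and in rescanned summit windows they were -0.21 and -0.08.

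Windows of 1 length removed the effect of region width. GATA6 motifs were found in 86.1% of 201 bp windows at Early summits (85.4 to 86.7), 74.0% at Late summits (73.3 to 74.7) and 73.4% at Transient summits (72.7 to 74.0), against 33.8%, 33.6% and 33.3% of control windows 3 kb away. SOX17 motifs were found in 44.5% of Early, 50.2% of Late and 35.9% of Transient summit windows, against 28.9%, 28.7% and 28.8% of the control windows. OCT4:SOX2 motifs were found in 50.7% of Transient summit windows (control 35.6%), 39.2% of Early windows (control 36.0%) and 33.7% of Late windows (control 36.3%). The log2 odds ratio of Late summits against their controls was -0.16 (standard error 0.029). ESRRB motifs were found in 18.1% of Transient windows (control 12%), 14.4% of Early windows (control 12.1%) and 11.7% of Late windows (control 11.7%).

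**Figure D4:**
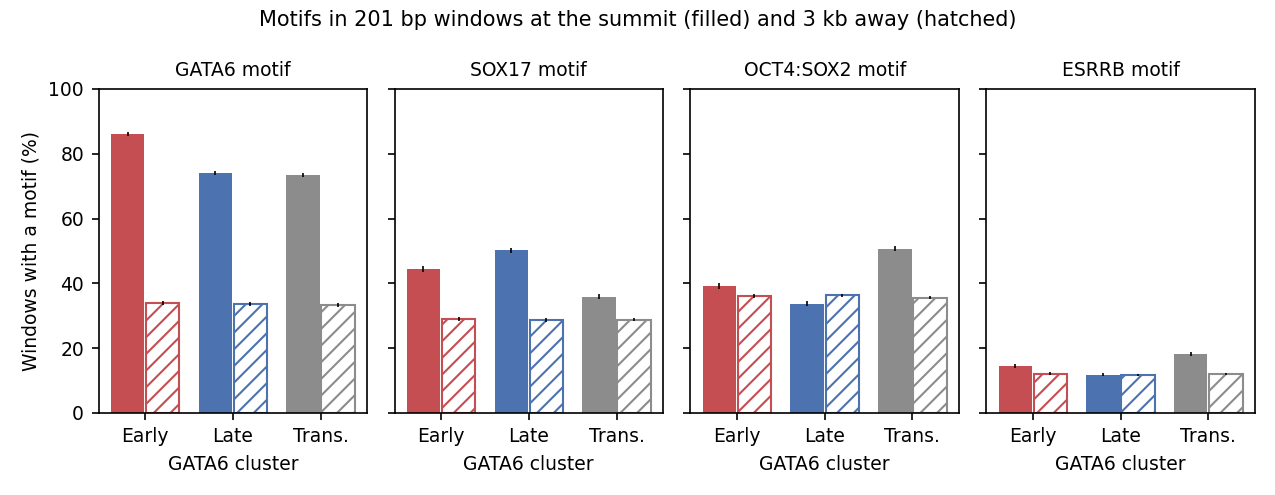
Share of 201 bp windows (%) with a GATA6, SOX17, OCT4:SOX2 or ESRRB motif at the summit (filled bars) and 3 kb away (hatched bars) for the 3 GATA6 clusters, with 95% Wilson intervals. The SOX17 motif is most frequent at Late summits (50.2%) and the OCT4:SOX2 motif at Transient summits (50.7%), where the controls are 28.7% and 35.6%.

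The score of the best GATA6 motif was lower in regions that were accessible at d0 than in closed ones, within each cluster. The mean was 9.94 in accessible and 11.4 in closed Early regions, a difference of -1.45 (standard error 0.117). It was 8.37 and 10.0 in Late regions (-1.63, standard error 0.093) and 8.97 and 11.2 in Transient regions (-2.24, standard error 0.061). Each permutation p-value was again 1e-04. The mean score of all motifs moved these values most, the Transient one to -1.30. Motifs were also rarer in accessible regions, with 54.5% of 538 accessible Late regions (50.2 to 58.6) against 89.1% of closed ones, a log2 odds ratio of -2.77 (standard error 0.144). The best GATA6 motif lay within 50 bp of the summit in 50.4% of Early (49.4 to 51.3), 50.3% of Late (49.4 to 51.2) and 49.4% of Transient regions (48.6 to 50.2). Even placement along the region would give 14.9%, 24.9% and 20.5%. The shares did not differ detectably between clusters, with log2 odds ratios of 0.03, 0.03 and -0.05 and adjusted p-values of 0.341, 0.417 and 0.0964, but within 10 bins of region width they were 0.60, -0.43 and -0.10.

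The highest GATA6 motif score in each cluster was 15.21, with the sequence GGGAGATAAGAAA. The Early region, on chromosome 1 from 136569751 to 136571251, was bound by SOX17, carried PTFs from d0 and was accessible, and lay between genes 54420 bp from the start of Zfp281. The Late region, on chromosome 3 from 144256212 to 144256486, lacked SOX17 and PTFs and was closed, and lay 51117 bp from the start of Lmo4. The Transient region, on chromosome 3 from 153914019 to 153914457, lacked SOX17 and PTFs, was moderate at d0 and lay in an intron of Gm43400. That score was shared by 7 Early, 1 Late and 5 Transient regions.

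Within 100 kb of Gata6 there were 13 GATA6 regions, with 4 Early, 7 Late and 2 Transient, and 10 of them were bound by SOX17. The region nearest to the start of Gata6, on chromosome 18 from 11051211 to 11053515 with its summit 945 bp from the gene start, was Early, bound by SOX17 and ectopic PTFs, and held 6 GATA6 motifs with a best score of 12.35. Around Sox17 there were 11 regions, with 5 Early, 3 Late and 3 Transient, and 9 bound by SOX17. The nearest, on chromosome 1 from 4496237 to 4497180, was an Early region without PTFs, bound by SOX17 itself, with a GATA6 motif from 4496997 to 4497009 on the plus strand that adjoined a SOX17 motif from 4497010 to 4497018 on the minus strand, an arrangement that was also in excess in control windows. Around Gata4 there were 24 regions (13 Early, 7 Late and 4 Transient), and the nearest was an Early region 51 bp from the gene start that was closed at d0 and not bound by SOX17. Around Sox7 there were 13 regions (4 Early, 4 Late and 5 Transient), and the nearest was an Early region bound by SOX17, 1176 bp from the gene start.

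Around the pluripotency gene Nanog there were 22 regions, with 10 Early, 2 Late and 10 Transient, 12 of them with PTFs from d0 and 14 bound by SOX17. The nearest, on chromosome 6 from 122707247 to 122707684 with its summit 25 bp from the gene start, was Transient, accessible and bound by PTFs from d0, with a GATA6 motif score of 7.04 and an OCT4:SOX2 motif score of 17.68. Around Esrrb there were 13 regions, with 3 Early, 0 Late and 10 Transient, and binding fell on Oct4 knockdown at 5 of them. The nearest was a closed Transient region without PTFs in an intron of the gene, with a GATA6 motif score of 14.94. Around Tfcp2l1 there were 12 regions, with 3 Early, 4 Late and 5 Transient, and the nearest was an accessible Transient region bound by SOX17 that had no GATA6 motif.

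**Figure D5:**
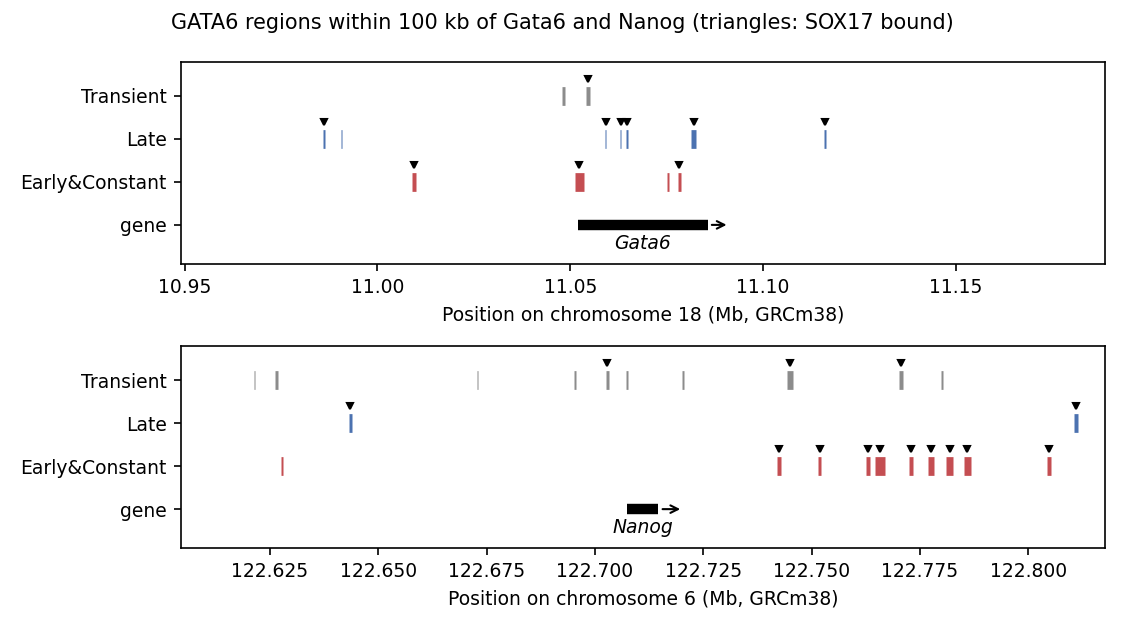
GATA6 regions within 100 kb of Gata6 on chromosome 18 and of Nanog on chromosome 6, drawn to scale in Mb of GRCm38 by cluster, with triangles over the regions bound by SOX17. Of the regions shown, 10 of 13 around Gata6 and 14 of 22 around Nanog carry a triangle.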

Values the study reported

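The study reports 2651 regions with lower and 3636 regions with higher GATA6 and SOX17 binding after Oct4 knockdown, and 485 genes that went down and 273 that went up.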

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

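The results in this part stood out because an association differed between the GATA6 clusters in a direct test of the difference. Of 10 such tests, 9 passed an adjusted p-value of 0.05. For the odds ratios the p-value belongs to the test over all 3 clusters, and the difference printed beside it, between the highest and the lowest cluster, was not tested by it alone. Each odds ratio compares a class with all other regions of its cluster, and the make-up of those differed. PTFs from d0 were present at 27.6% of Early, 1.76% of Late and 32.6% of Transient regions. Differences were therefore also taken against regions without PTFs only. These tests of the comparison group, those of region width and SOX17 class within it, the tests of region width and SOX17 class for lowered binding with PTFs from d0 over the 3 clusters and with no PTFs, and those of region width for SOX17 binding with PTFs from d0 and with no PTFs, were chosen only after the result was seen. Odds ratios within region width used 5 bins in this part, against 10 in the results above, so more width difference was left within bins. The design gives no groups of samples for these classes, so no biological explanation was tested in this part. The authors' thresholds for the classes and the depth behind them could not be varied here. Neither could the time point of the knockdown comparison, which bears on each difference between clusters in lowered or raised binding.

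Lowered GATA6 binding on Oct4 knockdown was related to ectopic PTFs to a different extent in the clusters. Against all other regions, the log2 odds ratio was 3.68 in Late (counting standard error 0.24, 88 regions with both), 1.93 in Transient (counting 0.112) and 0.33 in Early regions (counting 0.086). The difference of Late from Early was 3.35 (jackknife standard error 0.25), and the adjusted p-value over the 3 clusters was 4.11e-54. It was 3.51 (0.30) when each cluster was stratified by region width and 3.46 (0.29) when stratified by SOX17 class, which argues against both as its whole cause. The low Early value came from the comparison group, in which 19.1% of regions with PTFs from d0 had lowered binding. Against regions without PTFs the log2 odds ratio was 3.67 in Late (counting standard error 0.241) and 2.02 in Early regions (counting 0.138), and the difference was 1.65 (counting 0.28). It was 1.62 (counting 0.31) within region width and 1.15 (counting 0.32) within SOX17 class. The comparison group therefore accounts for a large part of the 3.35 but not for all of it. The share with lowered binding at regions with ectopic PTFs was lower in Late (6.13%) than in Early regions (12.5%), and the Late odds ratio is the higher one because lowered binding was rarer still without PTFs, at 0.51% of Late against 3.41% of Early regions. Thresholds of the classes stay open as untested, and so does the time point of the knockdown. It fell before the end of the time course, and the study describes Late regions as gaining GATA6 only after differentiation had advanced. Late regions may therefore have had little binding to lose. Lowered binding was recorded at 1.07% of all Late, 11.1% of all Early and 7.28% of all Transient regions. The classes alone cannot separate this from a difference in the response.

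For PTFs from d0 the log2 odds ratio of lowered binding was 1.44 in Early and -1.45 in Late regions, a difference of 2.90 (jackknife standard error 0.93). The Late value rests on 1 region with both classes and has a counting standard error of 1.45, so this difference is not resolved. The adjusted p-value over the 3 clusters, 1.27e-05, does not belong to it alone. The differences of 2.95 within region width and 3.17 within SOX17 class carried counting standard errors of 1.45 and 1.44, and the difference of 3.09 against regions without PTFs carried 1.46, so that the explanations cannot be told apart with so few Late regions. The part between Early and Transient regions rests on 627 and 546 regions. That difference was 0.55 (0.12), and it was 1.13 (0.10) within region width and 0.89 (0.12) within SOX17 class. Against regions without PTFs it was 1.26 (0.17), with 1.63 (counting 0.21) within region width and 2.04 (counting 0.20) within SOX17 class. None of these accounts for it.

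In regions without PTFs the log2 odds ratio of lowered binding was -1.76 in Transient and -3.44 in Late regions, a difference of 1.68 (jackknife standard error 0.27, adjusted p = 6.14e-11). Within region width it was 2.20 (0.31) and within SOX17 class 2.07 (0.29). Neither stratification reduced it. Against regions with ectopic PTFs only it was 1.06 (counting 0.27), so the comparison group accounts for part at most, and against regions with PTFs from d0 only it was -1.84 (counting 1.46), which rests on the 1 Late region named above. This class is the complement of the other PTF classes, so the result is not independent of those above.

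Raised binding differed less between clusters. For PTFs from d0 the log2 odds ratio was -0.80 in Early, -0.07 in Late and -0.05 in Transient regions, and the widest difference was 0.75 (jackknife standard error 0.49), with 15 Transient regions in both classes. That difference is not resolved, although the adjusted p-value over the 3 clusters was 0.0160. Between Early and Late regions the difference was -0.72 (standard error 0.28). It was -0.53 (0.27) within region width and -0.51 (0.27) within SOX17 class. These lie just inside 2 standard errors of 0 but are only modestly smaller. Against regions without PTFs it was -0.69 (0.28), so the comparison group does not account for it, and it was -0.50 (counting 0.30) within region width and -0.84 (counting 0.28) within SOX17 class. Against regions with ectopic PTFs only it was -0.81 (0.31), with -1.28 (0.32) within region width and -1.01 (0.30) within SOX17 class. Neither stratification reduced it in that comparison. Region width stays open as a candidate explanation, since the comparisons disagree on it. SOX17 class is argued against in the comparison with regions without PTFs.

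For ectopic PTFs the log2 odds ratio of raised binding was 0.35 in Early, -0.06 in Late and -0.34 in Transient regions. The widest difference, 0.69 (jackknife standard error 1.05), involves 3 Transient regions and is not resolved, although the adjusted p-value over the 3 clusters was 0.0177. The difference of Early from Late was 0.41 (standard error 0.20), little more than 2 standard errors from 0. It was 1.39 (0.21) within region width and 0.90 (0.20) within SOX17 class. Against regions without PTFs it was 0.12 (0.21), with 0.06 in Early and -0.06 in Late regions, so the comparison group is a candidate explanation for it. In that comparison the difference was 0.13 (0.21) within SOX17 class and 0.61 (0.21) within region width, and no difference between Early and Late regions is claimed.

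SOX17 binding related to PTF classes differently in the clusters. For PTFs from d0 the log2 odds ratio was 1.93 in Early, 1.83 in Late and 1.36 in Transient regions, with a difference of 0.57 between Early and Transient regions (jackknife standard error 0.13, adjusted p = 5.45e-07). Within region width the difference was 0 (0.12), so region width may account for it in the comparison with all other regions. Against regions without PTFs it was 1.10 (0.13), and 0.58 (0.13) within region width, so neither the comparison group nor width is the whole cause there. For ectopic PTFs the value was 2.87 in Late and 1.78 in Early regions, a difference of 1.09 (0.10, adjusted p = 2.86e-13). It was 0.62 (counting 0.15) within region width, so width accounts for part at most. Against regions without PTFs the value was 2.90 in Late, 2.85 in Early and 3.07 in Transient regions, and the difference of Late from Early was 0.05 (counting 0.14). The comparison group may therefore account for the difference of Late from Early. Stratified by region width as well, Early minus Late was 0.05 (counting 0.15). Early minus Transient was -0.68 (0.14) and Transient minus Late was 0.73 (0.16), so Transient regions had the higher value there. For no PTFs the value was -2.25 in Transient and -2.96 in Early regions, a difference of 0.71 (0.11, adjusted p = 9.27e-13), which fell to 0.23 (0.11). That remainder is little more than 2 standard errors from 0. Against regions with PTFs from d0 only, the difference was 1.10 (0.13), and 0.58 (0.13) within region width. Against regions with ectopic PTFs only it was -0.22 (0.13), and -0.68 (0.14) within region width. The positive difference therefore rests on the regions with PTFs from d0, and the comparison with ectopic PTFs went the other way within width.

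The drop in GATA6 motif score from closed to accessible regions was larger in Transient than in Early regions, by a difference of -0.79 (jackknife standard error 0.11, permutation p = 1e-04). In summit windows of 1 length it was -0.80 (0.112), and within 5 bins of window GC content it was -0.81 (0.093). Region width and GC content are therefore argued against. The limits that the authors set between accessibility classes stay open as untested.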

How the results depend on the processing

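The 78 results had 552 alternative values. Of these, 473 kept the direction and the side of an adjusted p-value of 0.05, 25 newly passed it, 7 no longer passed it and 47 changed direction. No change of either kind occurred among the 21 values of SOX17 binding by cluster, the 18 of accessibility by cluster or the 48 of GATA6 motifs by accessibility. Sizes still moved there, as the Late value of SOX17 binding shows (from 0.78 to 1.95 within 10 bins of region width). The cause of the changes below was not tested, except that thinning and subsets leave fewer regions. Values are log2 odds ratios or, where a score is named, differences in mean score.

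On autosomes alone, 1 of 78 values changed side, the active enhancer state in Early regions (0.10). In regions thinned to 50 kb this value was -0.20, the primed enhancer state in Early regions 0.09 (no longer past the threshold), raised binding with ectopic PTFs -0.04, SOX17 motifs in Late regions 0.02, and motifs within 50 bp of the summit 0.11 in Early and -0.12 in Transient regions. Score differences there were 0.09 for GATA6 in Transient, -0.12 for OCT4:SOX2 in Early and -0.21 for ESRRB in Early regions, all newly past the threshold.

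In the interquartile range of region widths, directions changed for PTFs from d0 in Early regions (-0.57) and by SOX17 binding (-0.52), for the Early active (-0.89) and primed (-0.15) enhancer states, for constitutive heterochromatin in Early (0.07), Late (-0.10) and Transient (0.04) regions, for facultative heterochromatin in Early regions (0.21), for raised binding with ectopic PTFs (-0.81), for SOX17 motifs in Late regions (0.48) and for Late motifs within 50 bp of the summit (-0.36). ESRRB motifs in Early regions no longer passed (0.04). Motifs within 50 bp passed in Early (0.55) and Transient (-0.11) regions, as did the scores of GATA6 in Transient (0.13), OCT4:SOX2 in Early (-0.49) and ESRRB in Early regions (-0.37).

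Within 10 bins of region width, 12 directions changed. These were PTFs from d0 in Early regions (-0.44) and by SOX17 binding (-0.60), the Early active (-0.76) and primed (-0.10) enhancer states, constitutive heterochromatin in Early (0.23) and Late (-0.09) regions, facultative heterochromatin in Early regions (0.32), raised binding with ectopic PTFs (-0.26), SOX17 motifs in Late regions (0.62), OCT4:SOX2 (-0.04) and ESRRB (-0.03) motifs in Early regions, and Late motifs within 50 bp of the summit (-0.43). SOX17 motifs in Early regions no longer passed (0.07), and motifs within 50 bp passed in Early (0.60) and Transient (-0.10) regions.

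Among regions closed at d0, directions changed for no PTFs in Transient regions (0.60), constitutive heterochromatin in Transient regions (0.37), the naive state in Late regions (-0.24), raised binding with ectopic PTFs (-0.33), and motifs within 50 bp in Early (-0.02), Late (-0.29) and Transient (0.39) regions. The active enhancer state in Early regions passed (0.57), and the promoter state no longer passed in Early (-0.49), Late (-0.06) and Transient (0.53) regions. Outside soft-masked repeats, constitutive heterochromatin in Transient regions passed (-0.15), SOX17 motifs in Late regions no longer passed (-0.05) and Late motifs within 50 bp changed direction (-0.02). Within GATA6 clusters and SOX17 classes together, raised binding with ectopic PTFs was -0.50. Within GATA6 clusters alone no direction changed, but raised binding without PTFs fell from 1.06 to 0.15. It was 1.01 with SOX17 classes added and 1.97 within 10 bins of region width, so the fall was not shared by these alternatives.

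With a distance of 25 bp from the summit the Late value was -0.04. With 100 bp it was 0.22, and the Early value was -0.16. When the best motif had to start within 100 bp of the summit, directions changed for SOX17 in Early (-0.26) and Late (0.81) regions, OCT4:SOX2 in Early (-0.63) and ESRRB in Early regions (-0.23), and scores passed for GATA6 in Transient (0.15) and OCT4:SOX2 in Early regions (-0.14). Rescanned summit windows gave 0.11 for SOX17 in Early (direction kept), 0.62 for SOX17 in Late, -0.21 for OCT4:SOX2 in Early and -0.08 for ESRRB in Early regions, and score differences of 0.19, -0.51 and -0.29 for GATA6 in Transient, OCT4:SOX2 in Early and ESRRB in Early regions.

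With the lowest score given to regions without a motif, the GATA6 score in Transient regions was -0.07, OCT4:SOX2 in Early regions 0.44 and ESRRB in Early regions 0.48. With the mean score of all motifs these were 0.23, -0.25 and -0.17, and SOX17 in Early regions was -0.02. The 15 values from 100000 relabellings stayed as they were.

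The comparisons of MNase signal were not run, and neither were their alternatives (pseudocount 0.1, a filter on the lowest values, leaving out each replicate, median centring, the median over regions, and other normalizations). No paired analysis was possible because the columns carry no libraries. The depth of each library behind the classes is unknown here, so its effect on the unbound and unchanged classes was not tested.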

Other observations

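The 9 patterns in this part were noticed and tested on the same data, and each is a hypothesis at most. The tests of region width for SOX17 binding, of the repeat for the 33 bp spacing and the adjoining motifs, of the choice of spacings, of the core position and further motifs for the summit offset, and of distance for neighbouring regions were chosen only after the result was seen. The groups of the design are time points of libraries not used here, so no biological explanation was tested.

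Longer regions can overlap a SOX17 peak more often by length alone. Within 10 bins of region width the log2 odds ratio of SOX17 binding in Late regions was 1.95 (standard error 0.058), so width does not produce the Late excess. The order of Early above Late was lost, at -0.21 (0.06), and region width is a candidate explanation for it. Width also tends to follow the strength of a peak, so comparing at equal width may remove a real difference together with a technical one.

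OCT4:SOX2 motifs were rarer at Late summits than in control windows, with a log2 odds ratio of -0.16. Against control windows of the same GC content it was -0.12 (standard error 0.031), which argues against GC content as the whole cause.

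The X chromosome held 1238 regions, of which 57.4% were in the naive histone state, against 16.8% on autosomes (10.2 to 21 across them). Within GATA6 clusters the log2 odds ratio was 2.67 (counting standard error 0.089), so the clusters on X do not account for it. If signal on X was scaled without regard to the number of X copies, accessibility should be lowered there too. Closed regions made up 75.2% on X and 60.9% on autosomes, and the log2 odds ratio within clusters was 0.87 (counting 0.102). Such scaling may contribute, but regions on X could be closed for other reasons, so the closed share cannot decide. The primed enhancer state was not lower on X (20.1% against 16.8%). The remaining states were lower, most of all poised enhancers (0.81% against 15.0%) and constitutive heterochromatin (1.37% against 10.4%).

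Best GATA6 and SOX17 motifs lay within 60 bp of each other in 6248 regions, and 225 combinations of spacing and strand were tested. Spacings were measured between the centres of the motifs and signed by the side of the GATA6 motif on which the SOX17 motif lay. The same-strand spacing of -33 bp held 61 regions against a median of 27 per combination, while that of +33 bp held 13. Of these, 26 (42.6%) were at least 80% identical to a 133 bp consensus, which is under the majority that was first looked for. Counted against the 34 regions above the median, a measure chosen after the first was seen, they made up 76.5%, and the remaining 35 regions gave a Poisson p-value of 0.0787. Copies of 1 interspersed repeat are a candidate explanation for most of the excess. In all, 60 regions resembled the consensus, 50 of them bound by SOX17, 45 Early and 29 with ectopic PTFs. An example, chosen after its values were seen, lies on chromosome 1 from 67933585 to 67934629.

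At positive spacings of 5 to 11 bp, where the motifs overlap or adjoin, they were on opposite strands in 323 and on the same strand in 183 regions. Pairs 5 to 11 bp apart on the other side of the GATA6 motif were counted among the other spacings. Against those the log2 odds ratio was 0.65 (counting standard error 0.14). In rescanned windows it was 0.58 at summits and 0.87 in control windows, a difference of -0.29 (counting 0.22). The matrices may favour this arrangement in any sequence. Repeats are argued against, since such summits lay in soft-masked repeats no more often than others (-0.18, counting standard error 0.24).

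SOX17 was bound at 73 of 95 regions (76.8%) with a SOX17 motif at +9 or +10 bp from a GATA6 motif on the opposite strand. At these spacings between centres, full-length motifs of 9 bp (SOX17) and 13 bp (GATA6) overlap at their ends. The share was 51.8% in other pairs. These included opposite-strand pairs on the other side of the GATA6 motif, with 25 of 34 bound at -9 bp and 22 of 42 at -10 bp. The log2 odds ratio was 1.70 (counting standard error 0.36) within 5 bins of region width and 1.63 (counting 0.36) within 3 bins of SOX17 motif score. Adjusted over the 225 combinations, the p-value was 0.0371 at +9 bp (38 of 49) and 0.0753 at +10 bp (35 of 46). Of the combinations, 1 passed 0.05 with a higher and 1 with a lower share, the latter being 3 of 22 at -10 bp on the same strand. At +10 bp on the same strand the share was high, at 26 of 35. For both spacings together the Fisher p-value was 7.52e-07. In a permutation test chosen after those per spacing were seen, SOX17 classes were shuffled among the pairs, and 5 of 10000 shuffles gave a p-value as small in any of 1491 runs of 1 to 7 consecutive spacings (p = 6e-04). This argues against the choice of spacings as the whole cause, as the values above do for region width and motif score. The spacing on that side of the GATA6 motif may matter for SOX17 binding, a hypothesis that was found and tested on the same pairs.

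Summits within 50 bp of the best GATA6 motif lay on average on its 5' side, with a mean offset of -4.44 bp (0.19, 20 of 20 chromosomes). The summit was 5' in 10778 and 3' in 8004 regions (57.4% 5'). The difference between motifs on the plus and minus strands was -8.90 bp (counting standard error 0.38), which an error in base counting could not give. Measured from the GATA core the offset was -3.94 bp (0.19), and in regions with 1 GATA6 motif it was -4.73 bp (0.31), so core position and further motifs do not account for it. In accessible regions the offset was -1.77 bp (0.83), and it was below 0 on 11 of 20 chromosomes. An asymmetry of the DNA covered around the motif may be involved, but that was not tested.

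Neighbouring regions were in the same cluster more often than chance. For neighbours 10 to 100 kb apart the share was 40.2% against 34.2%, an excess of 5.93 percentage points (0.45), which pieces of 1 binding region called apart could not give at that distance. Regions are therefore not independent, and p-values that treat them so can be too small, for which the standard errors over chromosomes are given.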
